A study of Mus musculus with 10 samples.

How the data were processed

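Transcripts of the immunoglobulin kappa light chain locus (Igk) were sequenced from small pre-B cells, the stage of B-cell development in bone marrow at which the light chain genes are rearranged. There were 10 mouse samples of 2 genotypes, 5 labelled WT and 5 labelled rsCBE. Per the labels' protocols, RNA was extracted from cells purified by flow cytometry, amplicon libraries were made after a published repertoire protocol with adaptations, and paired-end reads were taken on a MiSeq. The series' design text writes rsCBE with a delta before it, and the labels do not spell out the name. Another mutant named in the series' design text was not analysed here.

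The deposited table, per the file headers, gives for each library the V call of both reads, the J call, the CDR3 in nucleotides and in amino acids, and a count. Each of its 49079 lines gives 1 combination of V, J and CDR3 in 1 library, and 49 duplicate lines were merged. The count column holds whole numbers as the authors deposited them, with no normalization. Neither the labels nor the header say which program called the V and J segments, which germline set it used, which reads were filtered, or whether a count is a read pair or a molecule. Counts were therefore not taken to be independent molecules, and the intervals given for single samples cover counting error only. Both reads had the same V call on all lines, and 0 lines listed more than 1 V segment, so reads that match several near-identical V segments had been assigned or removed before deposition. Counts of single members of a V family are uncertain for that reason.

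The table named 16 libraries. Replicates 1 and 2 of each genotype were 1 library each, and replicates 3, 4 and 5 were each given as 2 parts, a and b. The parts of a sample were added up and counted as 1 sample. Whether they are repeat runs, PCR replicates or separate library preparations is not stated. Parts a and b of the same sample shared 66.3 to 86.2% of the distinct clonotypes of the smaller part, against 27.9 to 58.1% for parts of different samples. The range for the same sample was 82.0 to 86.2% in WT and 66.3 to 69.2% in rsCBE. The measure depends on the depths of both parts, which were less equal in WT, so these ranges are not comparable between genotypes. Samples given as 1 library and samples given as 2 parts are called batches 1 and 2 below. The labels name no batch, and this division was taken from the structure of the deposited table. Each batch held both genotypes, 2 samples of each in batch 1 and 3 of each in batch 2.

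A clonotype was a distinct combination of V segment, J segment and CDR3 nucleotide sequence in a sample, with alleles of a segment merged. It was counted as in-frame where the length of its CDR3 was a multiple of 3 and its amino acid sequence held no stop. Total counts per sample ran from 3109 to 24083, and distinct clonotypes from 821 to 6888. In the WT sample with 3109 counts, a J share had a Wilson 95% interval of about 33.2 to 36.6%. Counting error alone thus spans a few percentage points for a large share at that depth. Error from counts that are not independent molecules is not covered.

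The authors' genome build is not stated and the table holds no coordinates. V and J names were matched to the GENCODE M21 annotation of the mouse genome build GRCm38, and all coordinates refer to that build, counted from 1. Of 114 V segments, 112 were matched, and 2 (Igkv14-87-2 and Igkv12-104-2) were not. V segments on the strand opposite to the J segments were taken to join by inversion (66 segments) and those on the same strand by deletion (46 segments). In the annotation, 15 of the V segments are pseudogenes, which held 2.60% of the counts. Position classes used the number after the hyphen of the V name, which rises with distance from the J segments for the matched V segments, except that Igkv4-60 lies closer to J1 than Igkv4-59: 1 to 45 proximal (39 segments), 46 to 90 middle (36 segments), and 91 and above distal (39 segments).

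Usage of V segments and of V-J pairs was tested with edgeR 4.0.16 in R 4.3.3, by its quasi-likelihood F-test (glmQLFit and glmQLFTest). The library size was the total count of the sample with normalization factors of 1, so a log2 fold change refers to the share of the repertoire. Features were kept by filterByExpr, and p-values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Shares, entropy, CDR3 length and richness were compared by two-sided exact permutation tests of the difference of means over every arrangement of the 10 samples in groups of 5, whose smallest possible p is 0.00794. The 5 J segments and the 3 position classes were each adjusted as a family, and the other single values stood alone. Whole V repertoires were compared by Bray-Curtis distance, as the mean distance between genotypes minus the mean within genotypes, with a one-sided exact permutation test. Shannon entropy of V shares is in bits. Richness was the expected number of distinct clonotypes among 3109 counts drawn without replacement, and among 2745, 1931 and 1178 counts, the lowest totals there, without clonotypes of 1 count, with part a alone and with part b alone. Calculations outside R used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.

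The edgeR test was tested on simulated counts with the real totals and mean shares. At a dispersion of 0.17, 6 of 20 V segments changed 2-fold and 18 of 20 changed 3-fold were called, as were 20 of 60 and 51 of 60 V-J pairs. At a dispersion of 0.05, 20 of 20 V segments and 56 of 60 pairs changed 2-fold were called. With no change simulated, 0 features were called in each of the runs. With 3-fold changes, calls among unchanged features numbered 0 to 9 for V segments and 4 to 14 for pairs, since large changes of some shares move the others.

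The samples of both genotypes share replicate numbers. The correlation over V segments between same-numbered samples, of their deviations from the genotype means, was 0.817, 0.818, 0.627, 0.154 and 0.412 for replicates 1 to 5, so the numbers were taken to pair the samples. After the means of batches 1 and 2 were removed as well, the correlations were smaller and of mixed sign, at 0.158, -0.257 and -0.160 for replicates 3 to 5 and 0.150 for replicates 1 and 2. The last is a single value, since 2 samples lie at mirrored distances from their mean. Much of what the numbers shared was thus the batch, and whether they shared more is not settled by these values. The main tests have no block, as set before the data were examined. The replicate number as a block, the batch as a term in the model or as a stratum of the permutation, and parts a or b alone were run as alternatives, the last 3 chosen after the data were seen. The edgeR fits within single batches and of the difference between batches were also chosen then. Within batches, 120 arrangements are possible and the smallest p is 0.0167. Sign flips within the 5 pairs cannot give a p under 0.0625. The other alternatives were TMM factors, DESeq2 1.42.0, no filter on low counts, each clonotype counted once, in-frame rearrangements only, clonotypes of at least 2 counts, a log2 scale for J shares, other groupings of J and V segments, another distance, and leaving out each sample in turn.

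The rule for naming features was set before the data were examined. All J segments are named. Of V segments and V-J pairs, those past the threshold with the largest changes were to be named where at least 4 of 5 rsCBE samples lay on the same side of the WT median. Where fewer than 3 V segments passed, the 3 with the smallest p are named as not past the threshold, and the 3 with the highest mean share are named in any case. Expression of genes outside Igk was not analysed here, since the table holds Igk rearrangements.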

Results

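The Igk repertoire of small pre-B cells from mouse bone marrow was compared between 5 WT samples and 5 samples of the genotype rsCBE. Each count belongs to a transcript with 1 V segment, 1 J segment and their joint, the CDR3. The title of the study concerns the role of CTCF-mediated chromatin topology in receptor editing, the replacement of a rearranged light chain by further rearrangement of the same locus. Because each further rearrangement of an allele joins a V segment to a J segment farther downstream, J usage was the first comparison. The WT samples, replicates 1 to 5, held 22765, 21392, 13817, 3109 and 9161 counts. The rsCBE samples held 24083, 23301, 18263, 14233 and 11656. In all, 161780 counts fell on 114 V segments and 5 J segments.

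Replicates 1 and 2 of both genotypes were deposited as 1 library each (batch 1), and replicates 3 to 5 as 2 parts each (batch 2). V usage of the 2 batches differed more than that of the genotypes. With genotype in the model, 57 of 100 tested V segments differed between the batches at an adjusted p under 0.05 by edgeR's quasi-likelihood test, 31 higher and 26 lower in batch 2. The V segment with the highest mean share, Igkv8-16, took 2.38% ± 0.347 (SD, n = 4) of counts in batch 1 and 9.98% ± 1.14 (SD, n = 6) in batch 2. Igkv1-135 took 1.34% ± 0.166 (SD, n = 4) and 6.15% ± 0.587 (SD, n = 6). Both genotypes were present in both batches. Differences between genotypes are given below within each batch as well, except for most single V segments and V-J pairs. As a check for a library deposited more than once, V counts were compared within each genotype, and chi-square divided by its degrees of freedom was at least 2.39 in all 20 pairs. This ratio takes counting error alone as noise, so it is no measure of the spread between animals.

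**Figure D1:**
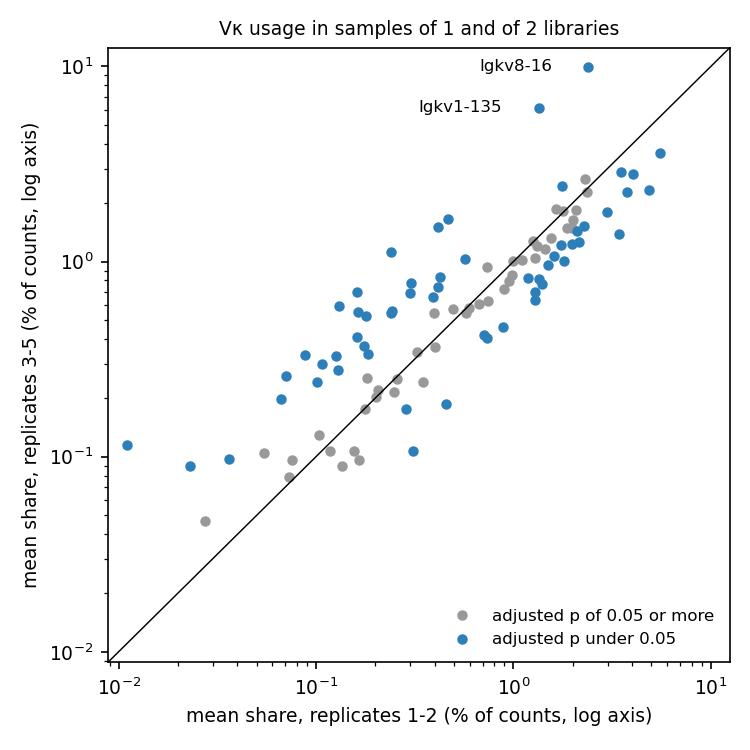
Mean share of each V segment, in percent of counts on log axes, in the 4 samples deposited as 1 library (horizontal) and the 6 deposited as 2 parts (vertical), with the line of equality. Blue points are the 57 V segments with an adjusted p under 0.05, and Igkv8-16 and Igkv1-135 lie far above the line.

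The J segments lie on chromosome 6 of GRCm38, on the forward strand, from J1 (70722562 to 70722599) through J2 (70722916 to 70722958), J3 (70723223 to 70723260) and J4 (70723548 to 70723585) to J5 (70723886 to 70723927), upstream of the constant region exon of Igkc (70726435 to 70726966). J1, the segment closest to the V segments, was used less in rsCBE. Its share was 31.2% ± 2.52 (SD, n = 5) of counts in WT and 24.4% ± 2.37 (SD, n = 5) in rsCBE, and all 5 rsCBE samples lay below the lowest WT sample. The difference of -6.84 percentage points had an exact permutation p of 0.00794, the smallest this design allows, and an adjusted p of 0.0198. J5, the most downstream segment, was used more. Its share rose from 28.6% ± 4.24 (SD, n = 5) to 39.2% ± 1.04 (SD, n = 5), a difference of 10.5 percentage points with an exact permutation p of 0.00794 and an adjusted p of 0.0198. The WT samples ranged from 23.9 to 34.9% and the rsCBE samples from 37.7 to 40.4%, so the groups did not overlap. The highest WT value came from replicate 4, which had the fewest counts (1084 of 3109, Wilson 95% interval 33.2 to 36.6%), and it too lay below every rsCBE sample.

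J2 was lower in rsCBE, at 21.1% ± 1.09 against 24.4% ± 3.01 in WT (SD, n = 5 each), with an exact permutation p of 0.0397 that did not pass after adjustment (0.0661). J2 passed in some alternatives. Without WT replicate 5 the difference was -4.07 percentage points with an adjusted exact permutation p of 0.0132, and with part a alone for replicates 3 to 5 it was -3.30 with an adjusted exact permutation p of 0.0397. J4 did not differ detectably, at 15.6% ± 1.43 in WT and 15.3% ± 1.32 in rsCBE (SD, n = 5 each, adjusted exact permutation p 0.843). J3 was rare, at 0.0738% ± 0.104 in WT and 0.0379% ± 0.0118 in rsCBE (SD, n = 5 each, adjusted exact permutation p 0.849). J4 and J5 together, the summary fixed beforehand, rose from 44.3% ± 3.38 to 54.5% ± 1.75 (SD, n = 5 each), a difference of 10.2 percentage points (exact permutation p 0.00794). Within batches 1 and 2, the differences were -5.45 and -1.86 percentage points for J2 and 14.1 and 7.55 for J4 plus J5. They were -0.443 and -0.288 for J4. For J3 they were 0.0170 and -0.0712, of opposite sign.

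**Figure D2:**
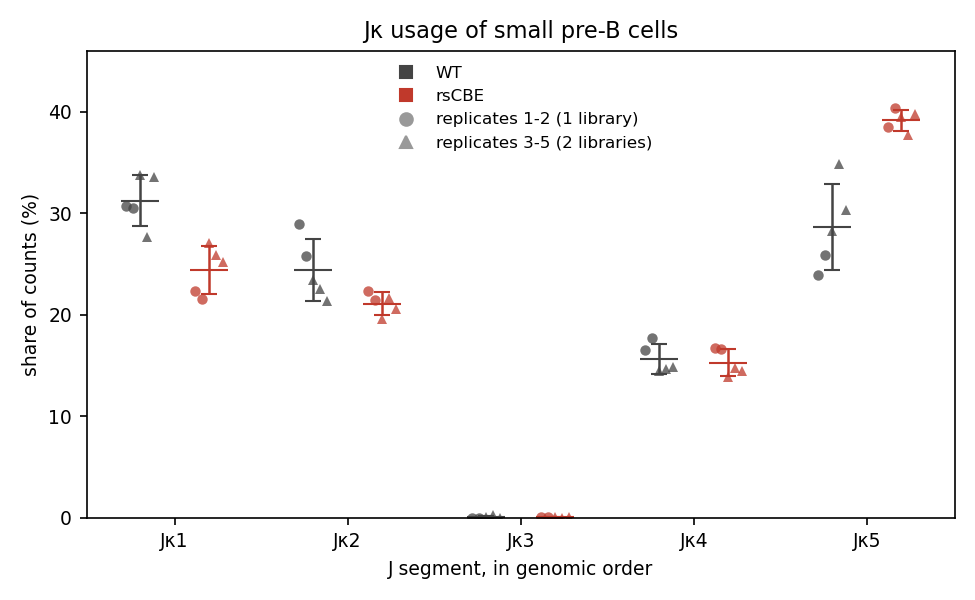
Share of counts, in percent, of each J segment in genomic order, with 1 point per sample, circles for replicates 1 and 2 and triangles for replicates 3 to 5, and the mean with its SD (n = 5) beside them. For J5 the rsCBE samples lie between 37.7 and 40.4% and the WT samples between 23.9 and 34.9%, and for J1 all rsCBE samples lie below all WT samples.

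The shift from J1 to J5 was present in both batches. In batch 1, with 2 samples of each genotype, J5 rose from 24.9 to 39.4% and J1 was 21.9% in rsCBE against 30.6% in WT. In batch 2, with 3 of each, J5 rose from 31.2 to 39.0%, a difference of 7.84 percentage points with an exact permutation p of 0.1, the smallest that 3 against 3 allow. J1 was 26.0% in rsCBE and 31.7% in WT of that batch. The difference in J5 was larger in batch 1, at 14.6 percentage points, and whether it differed between batches was not tested. With genotype labels exchanged only within batches, the adjusted exact permutation p was 0.0417 for J1 and for J5. Paired by replicate number as a block, J1 and J5 moved the same way, and the exact sign-flip p of 0.0625 was the smallest that 5 pairs allow. Of the alternatives on the percent scale, counting each clonotype once moved J5 most, to a difference of 7.46 percentage points at the same exact permutation p of 0.00794. With part b alone for replicates 3 to 5, the adjusted exact permutation p of J1 and J5 was 0.0794.

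V-J pairs were tested next. None of 270 tested pairs passed an adjusted p of 0.05 in the main edgeR test (0 pairs), while 25 had an unadjusted p under 0.05. DESeq2 called 2 pairs, Igkv1-132 with J5 and Igkv11-125 with J5, both higher in rsCBE. With the batch as a term, edgeR called 7 pairs, 5 higher and 2 lower in rsCBE, and 53 had an unadjusted p under 0.05. The 5 that were higher all used J5 (with Igkv5-43, Igkv1-132, Igkv8-27, Igkv11-125 and Igkv8-16) and the 2 that were lower used J1 (with Igkv19-93 and Igkv10-94). These pairs were named after their values were seen. With the batch term, the log2 fold changes of the 5 that were higher ran from 0.59 for Igkv8-16 to 2.16 for Igkv1-132, and the adjusted p of the 7 pairs by edgeR from 0.0143 to 0.0456. With the replicate number as a block, edgeR called 0 pairs, and 48 had an unadjusted p under 0.05. In batch 1 alone 35 pairs were called, 22 higher and 13 lower, and in batch 2 alone 0, with 21 at an unadjusted p under 0.05.

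V segment usage differed less between the genotypes than between the batches. Of 98 V segments tested, 0 passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, and 7 had an unadjusted p under 0.05. The 3 with the smallest p did not pass the threshold. Igkv1-132 (chromosome 6, 67759700 to 67760413, forward strand, 2 exons, joined by deletion, 2962.1 kb from J1) took 0.162% ± 0.0768 of counts in WT and 0.409% ± 0.0916 in rsCBE (SD, n = 5 each). Its log2 fold change was 1.27 ± 0.37 (SE, adjusted p 0.486 by edgeR). Igkv8-19 (70340876 to 70341453, reverse strand, joined by inversion) took 2.05% ± 0.383 and 2.97% ± 0.283 (SD, n = 5 each), a log2 fold change of 0.54 ± 0.19 (SE, adjusted p 0.509 by edgeR). Igkv4-73 (69197583 to 69198116, reverse strand), a pseudogene in the annotation, took 0.787% ± 0.228 and 1.21% ± 0.169 (SD, n = 5 each), a log2 fold change of 0.61 ± 0.23 (SE, adjusted p 0.509 by edgeR).

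Calls of V segments depended on whether the batch was modelled. With the batch as a term, 2 V segments passed the threshold in edgeR, Igkv1-132 (log2 fold change 1.28, adjusted p 0.0229) and Igkv8-19 (log2 fold change 0.54, adjusted p 0.0320), and 17 had an unadjusted p under 0.05. With the replicate number as a block, 1 passed, Igkv1-132 (log2 fold change 1.35, adjusted p 0.0350). Over 19 alternatives, the adjusted p of Igkv1-132 ran from 0.0229 to 0.907 and that of Igkv8-19 from 0.0320 to 0.958. Within batches, the log2 fold change of Igkv1-132 was 1.06 in batch 1 and 1.54 in batch 2, and that of Igkv8-19 was 0.69 and 0.44. Both belong to families of similar segments, and how the authors resolved reads between members is not stated.

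The V segments with the highest mean share were Igkv8-16 (70386672 to 70387252, reverse strand, joined by inversion), Igkv19-93 (68736297 to 68736780, reverse strand, joined by inversion) and Igkv1-135 (67609713 to 67610508, forward strand, joined by deletion). They did not differ detectably between the genotypes. Igkv8-16 took 6.54% ± 4.09 in WT and 7.34% ± 4.38 in rsCBE (SD, n = 5 each), Igkv19-93 4.72% ± 1.14 and 4.03% ± 0.992, and Igkv1-135 4.30% ± 2.84 and 4.15% ± 2.49, with an adjusted p of 0.992 by edgeR for each. The SD of Igkv8-16 and Igkv1-135 was smaller within each batch, as given above.

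**Figure D3:**
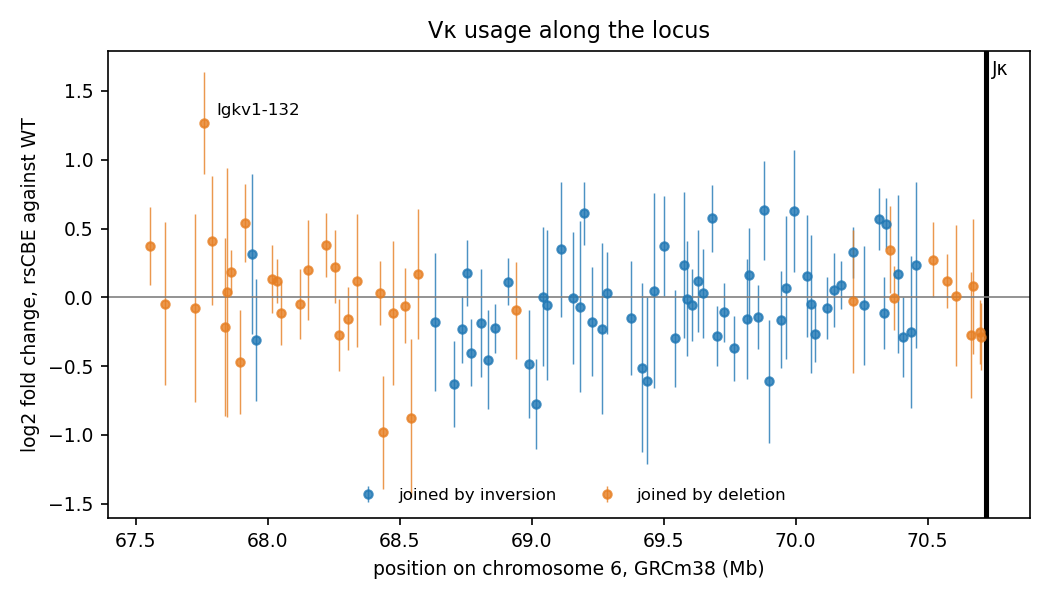
Log2 fold change of the share of each V segment, rsCBE against WT, with its SE, against its position on chromosome 6 (GRCm38, Mb), for the 97 tested V segments with an annotated position, 60 joined by inversion (blue) and 37 by deletion (orange). The J segments stand at the right edge. The values ran from -0.98 to 1.27 with no V segment past the threshold, and the highest is Igkv1-132.

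Whether V segments were reached over other distances was tested with the position classes. Proximal V segments took 40.5% ± 1.95 of counts in WT and 42.6% ± 3.25 in rsCBE, middle segments 20.6% ± 1.73 and 19.3% ± 1.06, and distal segments 38.8% ± 3.24 and 38.1% ± 3.93 (SD, n = 5 each). The adjusted exact permutation p was 0.405, 0.405 and 0.746. Within batch 1 the differences were 0.853, -0.672 and -0.18 percentage points, and within batch 2 they were 2.80, -1.73 and -1.07. Segments joined by inversion took 59.3% ± 1.67 in WT and 58.9% ± 2.58 in rsCBE (SD, n = 5 each, exact permutation p 0.770), with differences of -1.48 in batch 1 and 0.314 in batch 2. The class borders were fixed beforehand, and no class passed the threshold under any alternative run.

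The V repertoire as a whole was compared by its entropy and by distance. Shannon entropy of V usage was 5.90 ± 0.0449 bits in WT and 5.91 ± 0.0101 bits in rsCBE (SD, n = 5 each, exact permutation p 0.603), with differences of 0.0349 bits in batch 1 and -0.00434 in batch 2. When each clonotype was counted once, rsCBE was higher by 0.0775 bits (exact permutation p 0.0397). Depth was not equalized for that value, and the rsCBE samples held more counts than the WT samples of the same number. The mean Bray-Curtis distance was 0.199 between genotypes and 0.205 within them, a difference of -0.00651 (exact permutation p 0.532). Pairs of samples of the same batch had a mean distance of 0.117 within a genotype (8 pairs) and 0.129 between genotypes (13 pairs). Pairs from different batches had 0.264 and 0.274 (12 pairs each). With labels exchanged only within batches, the exact permutation p was 0.0167, the smallest possible. Within single batches, the distance between genotypes exceeded that within them by 0.0259 in batch 1 and 0.00981 in batch 2 (exact permutation p 0.333 and 0.2), and batch 1 cannot give a smaller p.

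The share of counts in in-frame rearrangements without a stop was 70.6% ± 4.0 in WT and 65.3% ± 3.20 in rsCBE (SD, n = 5 each), a difference of -5.38 percentage points with an exact permutation p of 0.0476. All 5 rsCBE samples lay below the WT median, and the groups overlapped, from 65.5 to 76.6% in WT and from 61.3 to 69.9% in rsCBE. The difference was -6.23 in batch 1 and -4.81 in batch 2 (exact permutation p 0.2 for batch 2). This result stood close to the threshold and failed it in 8 of the 10 fits that each left out 1 sample. The exact permutation p was 0.0333 with labels exchanged within batches, 0.00794 with each clonotype counted once (-7.27 percentage points), 0.167 without clonotypes of 1 count (-5.21 percentage points) and 0.125 with the replicate block. Clonotypes were counted once at full depth, so that value also depends on how many rare clonotypes each sample reached. Every rsCBE sample held more counts and more clonotypes than the WT sample of the same number.

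CDR3 length, weighted by counts, did not differ detectably between the genotypes, at 26.63 ± 0.0978 nucleotides in WT and 26.60 ± 0.0447 in rsCBE (SD, n = 5 each, exact permutation p 0.659), with differences of -0.0762 in batch 1 and 0.0129 in batch 2. At the equal depth of 3109 counts, WT samples held 1314 ± 310.2 distinct clonotypes and rsCBE samples 1580.3 ± 93.0 (SD, n = 5 each), a difference of 266 with an exact permutation p of 0.0794. The difference was 105 clonotypes in batch 1 and 373 in batch 2. It passed the threshold with labels exchanged within batches (exact permutation p 0.0333). It also passed when clonotypes of 1 count were left out, at the lower depth of 2745 counts, where 893 clonotypes in WT and 1162 in rsCBE differed by 269 (exact permutation p 0.00794). Those clonotypes were removed at the full depth of each sample, before depth was equalized. Every rsCBE sample held more counts than the WT sample of the same number. The filter thus cut at a higher share in the WT samples, and this p does not compare the genotypes at equal depth. The difference of 266 leaned on WT replicate 4, the sample with the fewest counts, which held 821 clonotypes against 1289 to 1639 in the other WT samples. Without it the difference was 143 clonotypes (exact permutation p 0.159), and that of batch 2 was 212. Without WT replicate 2 the difference was 347 clonotypes (exact permutation p 0.0159). Parts a and b shared 82.0 to 86.2% of the clonotypes of the smaller part in WT and 66.3 to 69.2% in rsCBE. For replicates 3 to 5, they held 9392 and 4425, 1931 and 1178, and 6116 and 3045 counts in WT. In rsCBE they held 9233 and 9030, 8204 and 6029, and 6352 and 5304. The shared percentage depends on these depths, so the gap between the genotypes cannot be read as a difference in sampling. Counts were not taken to be independent molecules, so equal counts may not sample molecules equally in both genotypes, and this was not tested.

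**Figure D4:**
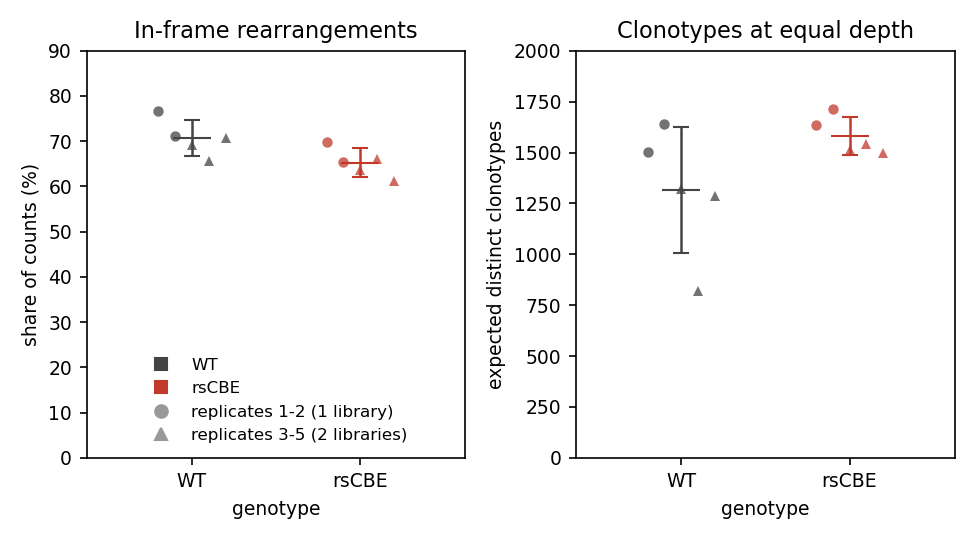
Left, share of counts in in-frame rearrangements without a stop, in percent; right, expected number of distinct clonotypes among 3109 counts. Each point is a sample, circles for replicates 1 and 2 and triangles for replicates 3 to 5, and bars give the mean with its SD (n = 5), with in-frame means of 70.6% in WT and 65.3% in rsCBE.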

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

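Among 54 groups of 5 sample values, 2 held a sample whose gap to its nearest neighbour, divided by the range of the group, exceeded 0.71, Dixon's critical value for 5 samples. Chance gives about 1 in 20, or 2.7 of 54, so the number of such samples is what chance gives. No explanation was tested for either.

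WT replicate 4 had a J3 share of 0.257%, against 0.0109 to 0.0507% in the other WT samples. It rests on 8 counts in the sample with the fewest counts, 3109, and its Wilson 95% interval ran from 0.130 to 0.507%. The interval lies above the other WT samples, yet counts were not taken to be independent molecules. Without this sample the difference in J3 between rsCBE and WT was 0.00997 percentage points, of the opposite sign to that with it. No biological explanation was tested.

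WT replicate 1 had an Igkv8-19 share of 1.37%, against 2.17 to 2.27% in the other WT samples. The other sample of its genotype in the same batch, WT replicate 2, was among those, so the batch does not set replicate 1 apart. Across the alternatives that each left out 1 sample, the log2 fold change of Igkv8-19 stayed between 0.42 and 0.58. No biological explanation was tested.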

How the results depend on the processing

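The batch term, the batch stratum and the use of part a or part b alone were chosen after the data were seen. So were the edgeR fits within single batches and of the difference between batches. The other alternatives were chosen before the data were examined. Apart from the fits that left out a sample, the difference in J4 plus J5 stayed on its side of the threshold in 7 of 8 alternatives, and J1 and J5 in 5 of 7 each. No alternative run reversed the sign of J1, J5, J4 plus J5 or the in-frame share.

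With the replicate block, which pairs the samples by number, J1 (-6.84), J5 (10.5), J4 plus J5 (10.2) and the in-frame share (-5.38 percentage points) no longer passed, and the number of J segments called was 0. The construction of the test accounts for this, since 5 pairs cannot give an exact sign-flip p under 0.0625. The in-frame share gave an exact p of 0.125. The block called 1 V segment where the main test called 0, with 17 against 7 at an unadjusted p under 0.05. It changed no other call.

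The batch term called 2 V segments and 7 V-J pairs, against 0 of each. Taking out the difference between batches lowered the SE of Igkv1-132 from 0.37 to 0.28. DESeq2 called 2 V-J pairs. Exchanging labels within batches brought richness (266) and the V distance (-0.00651) past the threshold.

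Part b alone left 0 J segments called, with J1 at -6.63 and J5 at 10.1 percentage points (adjusted exact p 0.0794), turned the difference in J3 to 0.000798 percentage points, and brought entropy (0.0317 bits) past the threshold. Part a alone brought J2 (-3.30) and richness (150 clonotypes, at a depth of 1931 counts) past it and the in-frame share (-5.17) out of it. Counting each clonotype once, which was done without equal depth, brought entropy (0.0775 bits) past it and turned the middle V share to 0.250 percentage points. Leaving out clonotypes of 1 count took the in-frame share (-5.21) out of it and brought richness (269, at a depth of 2745 counts) past it. Those clonotypes were removed before depth was equalized, so that richness test did not compare the genotypes at equal depth. Differences in richness at other depths are not comparable in size with the 266 at 3109 counts. Without the 3 V segments of highest share, the distal difference was 0.131 percentage points. The cause was not tested for any of these. Among named features, Igkv8-16 turned to a log2 fold change of -0.12 with each clonotype counted once, and Igkv1-135 to 0.034 with the replicate block and 0.028 with the batch term. Of the other changes among named features, 12 were stronger, all with the batch term, the replicate block or DESeq2.

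In the 10 fits that each left out 1 sample, 0 V segments and 0 V-J pairs were called in each, with at most 8 and 34 at an unadjusted p under 0.05, and from 2 to 3 J segments. J1 ranged from -7.74 to -6.13, J5 from 9.33 to 12.1 and J4 plus J5 from 9.20 to 11.5 percentage points, past the threshold each time. The in-frame share ranged from -6.66 to -3.89 and failed the threshold in 8 of 10 (exact p up to 0.0873), with fewer samples in each. It passed only without WT replicate 4 or rsCBE replicate 1. J2 ranged from -4.07 to -2.17 and passed without WT replicate 5, and richness from 143 (without WT replicate 4) to 347 and passed without WT replicate 2. Differences near 0 changed sign: J3 from -0.0516 to 0.00997 (positive without WT replicate 4), J4 from -0.710 to 0.178 (positive without WT replicate 2 or rsCBE replicate 3, at 0.00730), distal share from -1.75 to 0.445 (positive without WT replicate 1, or rsCBE replicate 3 or 4, at 0.254 and 0.346), inversional share from -1.03 to 0.473 (positive without rsCBE replicate 1, or WT replicate 5 or rsCBE replicate 2, at 0.0890 and 0.0595), CDR3 length from -0.0593 to 0.00733 nucleotides (positive without WT replicate 5), and V distance from -0.0163 to 0.00299 (positive without WT replicate 2, or WT replicate 3 or 5, at 0.000508 and 0.00275). Igkv8-16 ranged from -0.071 to 0.44 and Igkv1-135 from -0.29 to 0.22 on the log2 scale.

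Not run were V segments with a single name, since no line lists more, richness with each clonotype counted once, which has no depth left to equalize, and expression of other genes. Depth limits WT replicate 4 most, whose 3109 counts set the depth at which richness was compared.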

Other observations

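Of the tests below, those of V composition, of single V segments, of joining by inversion, of distal V segments and of V usage behind the in-frame share were set before their results were seen. The others were chosen after.

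The higher J5 share of rsCBE was found across the V repertoire. Among 89 V segments with at least 100 counts in each genotype, J5 share was higher in rsCBE in 86, by a median of 11.5 percentage points, and no other arrangement of the labels within batches except its mirror gave as many (exact permutation p 0.0167, the smallest possible). Held at the V usage of WT, the J5 difference was 9.48 percentage points (exact permutation p 0.00794), so a change of V composition or a few V segments were not its whole source. It was 7.46 with each clonotype counted once, which argues against a few abundant clonotypes. Between replicates 1 and 2 of both genotypes, whose depths were similar, it was 14.6, which argues against the lower depth of the other WT samples. Out-of-frame rearrangements, which encode no light chain, showed it too, by 12.8 percentage points (exact permutation p 0.00794). Selection on the encoded protein alone would leave these as they were. A candidate explanation is that rearrangement itself ran farther toward J5 in rsCBE, and this stays a hypothesis, since selection through the other allele of a cell, strain differences near the J segments, the maturity of the sorted cells and the decay of out-of-frame transcripts were not tested.

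Whether the effect on J5 depended on the kind of rearrangement stayed open, as no comparison passed after adjustment for the 3 made. The difference was 11.9 percentage points among V segments joined by inversion and 8.54 among those joined by deletion, and the gap between them was 3.37 (exact permutation p 0.0317, adjusted 0.0556, and 0.0333 and 0.05 with labels exchanged within batches). Distal V segments showed a smaller difference than proximal ones, by -3.08 (8.48 against 11.6, exact permutation p 0.0556, adjusted 0.0556). With labels exchanged within batches the distal gap had an exact permutation p of 0.0167, the smallest possible, and an adjusted p of 0.05, so before adjustment its call depended on the batch. Out-of-frame rearrangements showed a larger difference than in-frame ones, by 3.78 (exact permutation p 0.0556, adjusted 0.0556, and 0.0667 for both within batches). All 3 gaps had the same sign in both batches. Distal segments are largely joined by deletion, so the first 2 are not independent.

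The lower in-frame share of rsCBE could follow from the J shift, since J5 rearrangements were in-frame less often than J1 rearrangements in WT (67.2 against 73.1%). At fixed J usage the difference was -4.44 percentage points (exact permutation p 0.103, and 0.05 within batches), so most of its size stayed but not past the threshold. Within J1, J2, J4 and J5 the in-frame share differed by -3.09, -2.71, -5.36 and -6.93 percentage points, falls that a shift between J segments would not give. None passed after adjustment over the 4 (adjusted exact permutation p 0.190 or more, and 0.1 or more within batches), so the J shift as the whole source stays open. At fixed V usage it was -4.45 (exact permutation p 0.0714, and 0.0333 within batches), which within batches argues against V usage as the whole source. Without clonotypes of 1 count, where sequencing errors would gather, it was -5.21 (exact permutation p 0.167, and 0.05 within batches), which leaves errors open. A larger proportion of cells with an out-of-frame first allele in rsCBE may also produce it, and was not tested.

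V usage differed between the batches in 57 of 100 tested V segments. The Igkv8 family as a whole rose by 7.53 percentage points in batch 2, close to the rise of its member Igkv8-16 by 7.60, while the rest of the family held 13.2% in batch 1 and 13.1% in batch 2. Reads moved between members of a family would leave its sum in place, so these values argue against that for Igkv8-16. Igkv1-135 rose by 4.80 percentage points while the rest of the Igkv1 family fell from 8.76 to 6.64%. The sum of that family rose by 2.68 (exact permutation p 0.01, the smallest possible), so moved reads are not the whole source of its rise, and for part of it they stay open. With each clonotype counted once, Igkv8-16 was higher by 4.24 percentage points in batch 2, which argues against a few abundant clonotypes. V family explained 17.8% of the variation between V segments in the log2 ratio of the batches, against a median of 9.76% for 10000 shuffles of the family names (permutation p 0.0681), so primers that favour whole families could not be told apart from chance. A change of primers or protocol between the batches may be the source, with animals, sorting and sequencing runs also open, as the labels name no batch.

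Other splits of the 10 samples show the weight of the batch. The real split called 0 V segments and 0 V-J pairs at an adjusted p under 0.05, and since any split gives at least 0, the count of 100 of 100 splits decides nothing. For the 7 V segments at an unadjusted p under 0.05, 14 of 100 splits gave as many, and for the 25 V-J pairs, 8 of 100. These numbers include the real split, which put 2 samples of batch 1 on each side. Every other split that gave as many put 3 or 4 of them on one side. The 49 splits with 2 on each side, the real one included, had medians of 0 V segments and 4 V-J pairs. The counts of 14 and 8 thus carry the batch and do not set the real split against chance alone. The drawn splits that put all 4 samples of batch 1 on one side numbered 5, and they gave a median of 16 called V segments and up to 34. With the batch term, the real split was compared with the 16 splits that part all 5 replicate pairs. It alone gave as many as 17 V segments (1 of 16) and 53 V-J pairs (1 of 16) at an unadjusted p under 0.05. A share of 1 in 16 is the smallest this comparison can give, so it cannot fall under 0.05.

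The largest clonotype of WT replicate 1, an in-frame join of Igkv5-39 to J2, held 603 counts, 2.65% of that sample. It was present in all 10 samples, with a median of 0.239% and at most 0.341% in the other samples. No explanation was tested.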
